# Feminization of the Blood–Brain Barrier Changes the Brain Transcriptome of *Drosophila melanogaster* Males

**DOI:** 10.3390/cimb47080626

**Published:** 2025-08-06

**Authors:** Danyel S. Davis, Warda Hashem, Chamala Lama, Joseph L. Reeve, Brigitte Dauwalder

**Keywords:** *Drosophila*, Blood–Brain Barrier, transcriptome, sex-specific

## Abstract

Beyond its crucial role as a tight barrier to protect the nervous system, the Blood–Brain Barrier (BBB) is increasingly being recognized for its physiological processes that affect brain function and behavior. In *Drosophila melanogaster*, the BBB expresses sex-specific transcripts, and a change in the sexual identity of adult BBB cells results in a significant reduction in male courtship behavior. The molecular nature of this BBB/brain interaction and the molecules that mediate it are unknown. Here we feminize BBB cells by targeted expression of the *Drosophila* female-specific master regulator TraF in otherwise normal males. We examined the effect on RNA expression in dissected brains by RNA sequencing. We find that 283 transcripts change in comparison to normal control males. Transcripts representing cell signaling processes and synaptic communication are enriched, as are hormonal mediators. These transcripts provide a valuable resource for addressing questions about BBB and brain interaction.

## 1. Introduction

*Drosophila* male courtship is well described. However, many questions remain about its regulation on a molecular level. Male courtship behavior in *Drosophila melanogaster* is regulated cell-autonomously by the overall sex determination hierarchy [1]. It is characterized by a series of sex-specific alternative splicing steps. As part of this cascade, a sex-specific master regulator, Transformer (TraF), controls the generation of DSX and FRU proteins by regulating the alternative splicing of their respective pre-mRNAs. In females, where functional TraF is present, DSXF is generated but no FRU protein is made. In males, the absence of TraF leads to the default splicing of *dsx*- and *fru* pre-mRNAs and the male specific DSXM and FRUM proteins are produced (for reviews see [2,3]). It is well known that the courtship behavior of *Drosophila* males is regulated by this cascade and ultimately *dsx* and *fru*, with dedicated neuronal circuits that express DSXM and/or FRUM proteins [4,5,6,7,8,9,10,11,12]. It has also become clear that non-neuronal cells, as well as tissues outside the brain play a significant role in the regulation of courtship. The fat body is a prominent example. The fat body is best known for its metabolic and secretory functions. In addition, it has been found that it produces numerous sex-specific proteins [13,14]. When fat body cells were genetically feminized by fat-body specific expression of the female TraF protein in otherwise normal males their courtship was significantly reduced, demonstrating that male-specific fat body factors regulate courtship [15]. It was shown for one of these sex-specific fat body proteins, Takeout, that it is present in the hemolymph, which is the circulating body fluid of insects. *takeout* mutants have reduced courtship [13] that can be rescued when wildtype *takeout* is expressed in different secretory cells, demonstrating that it acts as a secreted protein [15]. It is likely that other sex-specific fat body proteins act in a similar way. However, in order to interact with the brain and control behavior, circulating proteins need to negotiate the Blood–Brain Barrier (BBB). How circulating molecules interact with these cells and how this interaction regulates brain function is largely unknown. Because flies have an open circulatory system, the BBB surrounds the brain like a tight cap. Despite differences, BBB properties and many proteins are conserved between the vertebrate and the fly BBB [16,17,18,19,20,21,22,23,24]. 

The BBB is a selective barrier that regulates access to the brain. It is increasingly being recognized that it also plays a dynamic role in the regulation of brain function by peripheral factors. A prominent example is in development, where available nutrients in the hemolymph lead to changes in the BBB that result in a coordination of BBB growth and neuroblast proliferation, enabling the balanced growth of the larval brain [25,26,27]. 

Several adult behaviors have been shown to be regulated by physiological processes in the BBB. A pioneering study by Bainton et al. demonstrated that the response to ethanol and cocaine is dependent on signaling by the *moody* GPCR in the BBB [16]. Recent studies have found links between regulated BBB permeability and lipid trafficking in the regulation of sleep and suggested that these processes may be part of a sleep-need sensing system [28,29,30]. 

Intriguingly, the BBB has also been shown to regulate male courtship behavior. When the sex of BBB cells of otherwise normal males was genetically changed to female in mature flies their courtship behavior was significantly reduced, suggesting a regulatory role for male-specific BBB transcripts in the regulation of courtship [31]. Microarray profiling of BBB cells from males and females revealed numerous sex-specific transcripts in males and females [32]. What are the molecular changes following feminization that interfere with the normal function of the courtship circuits? To begin to address this question, here we characterize the brain transcripts that change upon BBB feminization by targeted expression of TraF in these cells. Expression of TraF has been shown to specifically feminize the cells in which it is expressed owing to the cell-autonomous nature of *Drosophila* sex determination [33,34], and we have previously shown that this BBB manipulation reduces male courtship [31]. Following targeted BBB feminization we performed RNAseq analysis of dissected brains (this includes the BBB) and compared males with feminized BBB to control males. We find changes in 283 transcripts that are candidates for mediating sex-specific functions of the BBB, providing a valuable resource for addressing questions about BBB and brain interaction. 

## 2. Materials and Methods

### 2.1. Fly Stocks

*SPG-GAL4/TM3,Sb (moody-Gal4)* [16,32] was a gift from Roland Bainton, UCSF. *w^1118^*; *P(UAS-RedStinger)4/CyO (BL 8546)* and *w*; *UAS-traF* (BL 4590) were obtained from the Bloomington *Drosophila* stock center, Indiana University, Bloomington, IN, USA “https://bdsc.indiana.edu/ (accessed on 12 July 2025)”. The *SPG-GAL4* and *UAS-traF* stocks were outcrossed with a *Cantonized w^1118^* stock for 10 generations prior to the experiment. *SPG-GAL4* and *UAS-traF* flies were crossed to yield *w^1118^*; *+*; *SPG-GAL4/UAS-traF* experimental flies. Controls were *w^1118^*; *+*; *SPG-GAL4/+* and *w^1118^*; *+ UAS-traF/+*.

### 2.2. Whole Brain Dissection and RNA Sequencing

Flies were grown in a 25 °C incubator in a 12 h light/12 h dark cycle on standard cornmeal/yeast food. Eclosing males were collected and kept in groups of 10-15 flies under the same conditions for 4 days and then dissected between ZT 5 and ZT 7 to control for significant circadian influence on gene expression. Equal numbers of flies originating from the same culture were dissected in each sitting for all genotypes, with all crosses reared under identical conditions. 4–5 days old male flies were shortly anesthetized on ice before dissection. Dissection was performed in ice cold 1 X Phosphate-Buffered Saline (PBS) on ice. The fly brains were dissected by using straight Dumont # 5 fine forceps (Fine Science Tools, Inc, Foster City, CA 94404-4824, USA). Once dissected, the brains were cleaned of cuticle debris, fat body and trachea. The cleaned brains were immediately transferred to a small droplet of Trizol reagent (~ 20 µL); (Invitrogen, Thermo Fisher Scientific, Waltham, MA 02451, USA), frozen on a sterile weigh boat on dry ice. The brains were then stored at −80 °C in a pre-cooled 1.5 mL Eppendorf tube until processed for total RNA extraction. At least 450 brains were dissected for each genotype and biological replica. RNA was extracted using the RNeasy mini kit (Qiagen, Germantown, MD 20874, USA) following the supplier’s protocol. Sequencing was performed at the *Baylor College Genomic and RNA Profiling Core* (Baylor College of Medicine, Houston, TX 77030, USA). Sample Quality was checked using a NanoDrop spectrophotometer and Agilent Bioanalyzer 2100. The Illumina TruSeq RNA v1 library preparation protocol was used to prepare samples for sequencing. A double-stranded DNA library was created using 2 ug of total RNA, preparing the fragments for hybridization onto a flowcell. cDNA was created using the fragmented 3’ poly (A) selected portion of total RNA and random primers. Libraries were created from the cDNA by first blunt ending the fragments, attaching an adenosine to the 3’ end and finally ligating unique adapters to the ends (For more information on this process, see below). The ligated products were then amplified using 15 cycles of PCR. The resulting libraries were quantitated using the NanoDrop spectrophotometer and fragment size was assessed with the Agilent Bioanalyzer. A qPCR quantitation was performed on the libraries to determine the concentration of adapter ligated fragments using a Bio-Rad iCycler iQ Real-Time PCR Detection System and a KAPA Library Quant Kit. 6pM of library was loaded onto a flowcell and amplified by bridge amplification using the Illumina Cluster Station instrument. A paired-end 75 cycle run was used to sequence the flowcell on an Illumina Genome Analyzer (GAII) Sequencing System. Samples were assigned the following numbers in sequencing: *w^1118^*; *SPG-GAL4/UAS-traF*: # 27978 and 27981; *w^1118^*; *SPG-GAL4/+*: 27977 and 27980; *w^1118^*; *UAS-traF/+*: 27979 and 27982.

### 2.3. Sequence Analysis 

We conducted a comprehensive RNA-Seq analysis to identify differentially expressed RNAs in *Drosophila melanogaster* samples. Our workflow encompassed data preprocessing, differential expression analysis, and R studio visualization. Raw paired-end FASTQ files were obtained from Baylor College of Medicine. Quality assessment confirmed high data integrity, with mapping rates exceeding 76% for genomic DNA and 80% for mRNA. Transcript abundance was quantified using Kallisto. The Kallisto index was generated from the reference transcriptome, and abundance estimates for each sample were produced. 

Differential expression analysis was performed in R studio (version 2025.05.1 (Posit Software, PBC, Boston, MA, USA)) using the DESeq2 package. Abundance estimates from the abundance.tsv files were extracted and compiled into a unified count matrix with transcripts as rows and samples as columns. Rows with zero counts across all samples were removed. Sample conditions were labeled as either experimental or control based on their biological grouping. The DESeqDataSET was created using the count matrix and metadata defining experimental condition, and the DESeq function was applied to compute foldchanges and statistical signifigance for each gene. Genes with an adjusted *p*-value (padj) less than 0.1 were considered significant. 

Comparison between RNA datasets was performed using the ‘inner join’ function of the dplyr package “https://dplyr.tidyverse.org/reference/mutate-joins.html, accessed on 12 July 2025”. GO analysis was performed using “https://www.flymine.org, accessed on 12 July 2025”. Heat maps were generated using “http://www.bioinformatics.com.cn, accessed on 12 July 2025” [35]. 

## 3. Results

To examine the sex-specific role of the BBB in the regulation of brain gene expression we used the *GAL4/UAS* system to specifically feminize BBB cells in otherwise normal males. We used a BBB-specific GAL4 driver (*SPG-GAL4*) [16,32] to express *UAS-traF*. We have previously shown that these males have significantly reduced courtship [31]. The brains of adult mature males were isolated by dissection. Control males containing only *SPG-GAL4* or only *UAS-traF* were grown, aged and dissected in parallel to control for potential effects of these transgenes alone. 

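Brains of adult males of 3 genotypes were sequenced, with 2 biological replicates per genotype and at least 450 dissected brains per replicate. SPG-GAL4 is a driver for the subperineurial glia of the BBB, and UAS-traF encodes the female form of the splicing regulator Transformer, so that only SPG-GAL4/UAS-traF males were designed to express TraF in these cells. Total counts were 37608924 and 36644007 in the SPG-GAL4/UAS-traF libraries, 32839081 and 35471014 in the SPG-GAL4/+ libraries, and 34478865 and 35513653 in the UAS-traF/+ libraries. The transcript tra-RB, the only transcript of tra analysed here, was at 549 ± 14.0 normalized counts (SD, n = 2) in SPG-GAL4/UAS-traF males and at 562 ± 46.7 (SD, n = 4) in the controls, a log2 fold change of -0.03 (standard error 0.11, adjusted p = 0.999 from edgeR), so tra-RB does not tell the genotypes apart and the expression of TraF was not verified in these counts. The authors assigned the reads to transcripts with Kallisto and deposited whole-number estimated counts for 28071 transcripts, of which 584 were at 0 in every library. These counts were tested here as deposited, with the 2 SPG-GAL4/UAS-traF libraries against the 4 control libraries as one group, by edgeR's quasi-likelihood test with TMM normalization and an adjusted p under 0.1, the threshold of the paper. Kallisto divides reads that several transcripts of a gene share, so a transcript's estimate can move without a change in the gene's total. For this reason the counts were also summed per gene, over the 28061 transcripts that matched 13453 genes of the BDGP6 annotation.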

We subsequently examined whole brain poly-A+ transcripts by RNA sequencing (File S1) and identified 283 transcripts that were differentially expressed (Figure 1, File S2). 

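In the re-analysis, trol-RAL was higher in SPG-GAL4/UAS-traF males than in controls, and Liprin-gamma-RB and dpr15-RB were lower. trol encodes the basement membrane proteoglycan Perlecan. Its transcript trol-RAL (FBtr0342811, chromosome X of BDGP6 from 2471008 to 2545427) was at 3482 ± 104 normalized counts (SD, n = 2) in SPG-GAL4/UAS-traF males and at 1.44 ± 2.87 (SD, n = 4) in controls (adjusted p = 0.0110 from edgeR). It held 7.40% of the trol counts in SPG-GAL4/UAS-traF males, and the trol gene sum had a log2 fold change of 0.40 (standard error 0.15, adjusted p = 0.999 from edgeR). Liprin-gamma-RB (FBtr0071847), from a gene of the presynaptic liprin family, was at 61.3 ± 6.80 (SD, n = 2) and 658 ± 69.5 (SD, n = 4), a log2 fold change of -3.42 (standard error 0.17, adjusted p = 0.0110 from edgeR). It held 4.36% of the Liprin-gamma counts in controls, and the gene sum had a log2 fold change of 0.04 (standard error 0.13). dpr15 encodes a cell surface protein of the immunoglobulin superfamily. Its transcript dpr15-RB (FBtr0339647) had a log2 fold change of -2.64 (standard error 0.15, adjusted p = 0.0116 from edgeR), while dpr15-RA (FBtr0082549) had one of 1.90 (standard error 0.16) at an adjusted p of 0.118. dpr15-RB made up 76.4% of the counts of dpr15 in controls and 12.2% in SPG-GAL4/UAS-traF males, and the sum over both transcripts had a log2 fold change of 0.00 (standard error 0.11). Of 21208 transcripts tested, these 3 passed the threshold, and 1129 had an unadjusted p under 0.05. DESeq2, the tool of the paper, called 280 transcripts on the same counts, 93 higher and 187 lower, and all 280 are in File S2. Without either one of the SPG-GAL4/UAS-traF libraries, edgeR called 0 transcripts, with 921 at an unadjusted p under 0.05 without replicate 1 and 794 without replicate 2, in fits that have 1 library in that group. With only SPG-GAL4/+ as control it also called 0, with 1188 at an unadjusted p under 0.05. Over these 3 fits the log2 fold change of Liprin-gamma-RB (FBtr0071847) ran from -3.52 to -3.29 and the log2 fold change of dpr15-RB (FBtr0339647) from -2.72 to -2.53. The log2 fold change of trol-RAL (FBtr0342811) ran from 10.10 to 11.10. With only UAS-traF/+ as control, where trol-RAL was at 0, it was 14.77, so its size is poorly determined.

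**Figure D1:**
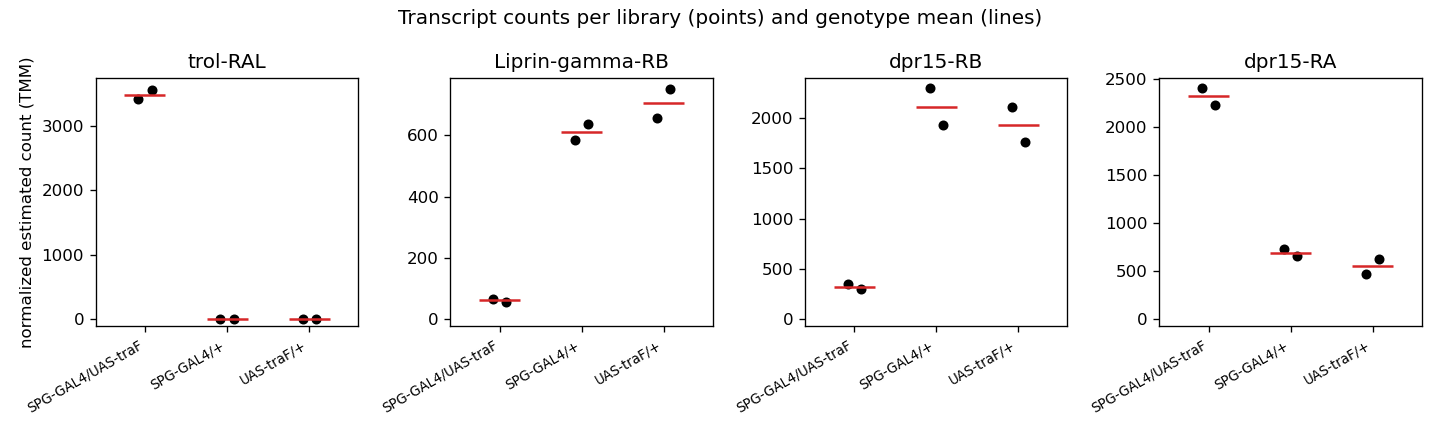
Normalized estimated counts (TMM, vertical axis, linear) of 4 transcripts in each library (points) and their genotype means (lines), by genotype on the horizontal axis. The SPG-GAL4/UAS-traF libraries lie apart from all 4 control libraries in each panel, with a mean of 2324 for dpr15-RA against 622 in controls. All 4 transcripts were chosen on these same libraries.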

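File S2 marks 77 transcripts as tra dependent after Chang et al. In the deposited counts 75 of them could be tested, and 32 had a log2 fold change above 0 in SPG-GAL4/UAS-traF males and 43 one below 0. dpr15-RB was the 1 of the 77 that passed the edgeR threshold. DESeq2 called all 77. Of these transcripts, 11 were at 0 in both SPG-GAL4/UAS-traF libraries and 7 were at 0 in all 4 controls. The median size of the log2 fold change was 0.78 for the transcripts and 0.09 for the sums over all transcripts of the same genes. None of these sums passed the edgeR threshold, and neither did any other of the 9777 gene sums tested. DESeq2 called 5 of these 77 genes as gene sums, and 24 over all genes. The 77 were chosen on these samples, so neither their directions nor the gap between the medians is independent evidence.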

Among the differentially expressed transcripts identified in the *w^1118^*; *+*; *SPG-GAL4/UAS-traF* experimental flies were 77 transcripts that had previously been found to be *tra* dependent by Chang et al. [36], validating our approach and indicating that the differences we observe are in response to experimental TraF expression (Figure 2A). 

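The 206 transcripts of File S2 without the mark for tra dependence came from 194 genes. Of the 203 that could be tested, 57 had a log2 fold change above 0 and 146 one below 0, with a median size of 1.07. Of the 206, 42 were at 0 in both SPG-GAL4/UAS-traF libraries and 11 in all 4 controls. Among the 206, 22 were at 0 in some of the control libraries but not in all, some of them also at 0 in both SPG-GAL4/UAS-traF libraries. By edgeR 2 of them passed the threshold, and by DESeq2 203 did. These transcripts too were chosen on these samples.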

The other transcripts that were not previously described as *tra* dependent show a similar expression profile as shown by heatmap (Figure 2B). These results demonstrate a change in RNA expression in response to feminization of the BBB and identifie RNAs that might mediate the sex-specific BBB/courtship circuit interactions for the regulation of male courtship behavior. 

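Genes of the sex determination hierarchy did not pass the test as gene sums. The paper describes TraF as acting on dsx and fru through alternative splicing, so their gene sums need not change with TraF. Of 13 measured members 8 had a log2 fold change above 0 and 5 one below 0, and the list as a whole had an adjusted p of 0.817 from limma's camera. dsx, which encodes the male and female Doublesex proteins, had a gene sum of 538 ± 35.9 (SD, n = 2) in SPG-GAL4/UAS-traF males and 683 ± 22.6 (SD, n = 4) in controls, a log2 fold change of -0.35 (standard error 0.08, adjusted p = 0.805 from edgeR), and it was the 1 member that passed when adjusted over the list alone. Its most abundant transcript dsx-RD had a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.890 from edgeR). Neither dsx-RD nor the fru transcript fru-RM was identified here as a male or female splice form, so neither is a readout of splicing by TraF. fru-RM (FBtr0083652), 1 of 12 fru transcripts in the table, was at 0.96 ± 1.36 (SD, n = 2), 56.9 ± 18.2 (SD, n = 2) in SPG-GAL4/+ and 220 ± 71.8 (SD, n = 2) in UAS-traF/+ males. It held 2.57% of the fru counts in controls. Its adjusted p was 0.567 from edgeR and from 9.95e-05 (DESeq2) to 1.00 over the alternatives, while the fru gene sum had a log2 fold change of 0.02 (standard error 0.12). Over all genes, edgeR called 0 of 9777 gene sums, with 458 at an unadjusted p under 0.05, DESeq2 called 24 and limma voom 0. Without SPG-GAL4/+ replicate 1 the count for edgeR was 240 genes, with dsx at an adjusted p of 0.0998. Only 3 genes passed an adjusted p of 0.05 in that fit, so most of the 240 lie between 0.05 and 0.1. There 2198 of 9763 genes had an unadjusted p under 0.05. From the transcripts it lists and their overlap with tra-dependent ones, the paper concludes that RNA expression changes in response to feminization of the BBB.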

GO analysis of the differentially expressed RNAs revealed enrichment in signaling, cell communication, signal transduction, synaptic communication and cell junction properties (Figure 3). 

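Lists of genes were written before the deposited counts were examined, and several hold genes that the paper names. Among them, genes of glia and of septate junctions had small log2 fold changes as gene sums. Of 17 measured genes on a list of other glial genes, 12 had a log2 fold change above 0. The list includes repo, Inx2 and ogre and is not limited to glia outside the BBB. None of the 17 passed the edgeR threshold singly, while 2 did when adjusted over the list alone. ebony (e), an enzyme of glial amine inactivation, was at 6339 ± 12.7 (SD, n = 2) in SPG-GAL4/UAS-traF males and 5169 ± 379 (SD, n = 4) in controls, and rumpel, a glial transporter gene, had a log2 fold change of 0.29 (standard error 0.09, adjusted p = 0.847 from edgeR, and from 0.0387 with DESeq2 to 1.00 over the alternatives). Without SPG-GAL4/+ replicate 1 both passed the edgeR threshold, e at an adjusted p of 0.0998 and rumpel with a log2 fold change of 0.29. The list had an adjusted p of 7.91e-05 from camera with a preset correlation of 0.01, also under 0.1 without any one library, and of 0.458 with an estimated correlation. For 20 septate junction genes, which form the barrier between BBB cells, the split was 10 above 0 and 10 below 0 (adjusted p = 0.583 from camera). With a preset correlation 11 of 21 lists passed an adjusted p of 0.1, and with an estimated correlation 0 did. Without SPG-GAL4/UAS-traF replicate 1 the count was 5, and without SPG-GAL4/+ replicate 2 it was 6. The test fry, which asks whether a list moves one way on balance, gave the fat body markers an adjusted p of 0.0216 and the overlapping list of sex-biased genes of fat body and head one of 0.456, and its version for changes in either direction gave the fat body markers one of 0.749. The GO analysis itself was not repeated here.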

Identified RNAs include transcripts consistent with BBB function, such as cytoskeletal components (for example *moe* and *shot*), as well as its known physiological function (for example the *Glut1* glucose transporter). 

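Genes of the cytoskeleton were close to balanced as gene sums. Of 37 measured members 19 had a log2 fold change above 0 and 18 one below 0, and the list had an adjusted p of 0.701 from camera, and of 0.0875 without SPG-GAL4/+ replicate 1. kst, which encodes a heavy spectrin, had a log2 fold change of -0.23 (standard error 0.07) and the filamin gene cher one of 0.17 (standard error 0.08), with adjusted p of 0.898 and 0.999 from edgeR. At the level of transcripts, DESeq2 called 2 transcripts of these genes as higher and 7 as lower, and edgeR called none of the 184 tested.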

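Hormone genes did not pass the edgeR threshold as gene sums, and neither did any other of the 9777 gene sums tested. At the level of transcripts, DESeq2 called 0 as higher and 2 as lower for juvenile hormone genes. For ecdysone genes it called 1 as higher and 2 as lower, and for insulin and TOR signaling 4 as higher and 0 as lower. edgeR called none of the transcripts of these lists. Of 14 measured genes of juvenile hormone synthesis and response, 8 had a log2 fold change above 0 and 6 one below 0. The largest was that of Met, a juvenile hormone receptor, at 5078 ± 215 (SD, n = 2) in SPG-GAL4/UAS-traF males and 10118 ± 3849 (SD, n = 4) in controls (adjusted p = 0.931 from edgeR). Of 22 ecdysone genes 14 were above 0 and 8 below 0, with ImpE1, an ecdysone-inducible gene, at a log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.830 from edgeR). Of 32 genes of insulin and TOR signaling 24 were above 0 and 8 below 0, with scyl, a negative regulator of TOR, at 0.31 (standard error 0.14). The adjusted p from camera was 0.701 for juvenile hormone, 0.143 for ecdysone and 0.0408 for insulin and TOR signaling, and for the last it was 0.681 with an estimated correlation, 0.152 without SPG-GAL4/UAS-traF replicate 1 and 0.303 without SPG-GAL4/+ replicate 2. The ecdysone list had an adjusted p of 0.0756 without SPG-GAL4/UAS-traF replicate 2, of 0.00180 without SPG-GAL4/+ replicate 1 and of 0.0633 without UAS-traF/+ replicate 1.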

Several RNAs that are implied in Juvenile Hormone (JH) and Ecdysone hormonal signaling, as well as for insulin signaling, were identified as well, suggesting that hormonal processes are responsive to the sex-specific characteristics of BBB cells. 

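Genes of the presynaptic vesicle cycle and receptor genes had gene sums mostly on different sides of 0. Of 37 presynaptic genes 26 had a log2 fold change above 0, among them Syx1A, a membrane SNARE protein, at 0.30 (standard error 0.19), while the calcium channel gene cac was at -0.35 (standard error 0.21), neither past the edgeR threshold. Without SPG-GAL4/+ replicate 1 Syx1A passed it at an adjusted p of 0.0856. Of 51 genes of neurotransmitter receptors and ion channels 40 were below 0, among them the potassium channel gene Shab at -0.48 (standard error 0.20) and the channel gene Trpm at -0.29 (standard error 0.13); Shab passed without SPG-GAL4/+ replicate 1 at an adjusted p of 0.0998. The adjusted p from camera was 0.0370 for the presynaptic list and 0.0172 for the receptor list, and 0.896 for either with an estimated correlation. The presynaptic list was at 0.547 without SPG-GAL4/UAS-traF replicate 1, 0.557 without SPG-GAL4/+ replicate 2 and 0.460 without UAS-traF/+ replicate 2, and the receptor list at 0.316 without SPG-GAL4/UAS-traF replicate 2 and 0.430 without SPG-GAL4/+ replicate 1. DESeq2 called 3 presynaptic transcripts as higher and 12 as lower, and 2 receptor and channel transcripts as higher and 12 as lower.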

A number of transcripts are implied in synaptic and neural function, indicating an effect on neuronal function.

In our experiments, we identified RNAs in whole dissected brains following BBB feminization and identified 283 differentially expressed transcripts. To assess how many of them might be BBB transcripts, and whether non-BBB transcripts might be affected by BBB feminization, we compared our set of differentially expressed RNAs to a previously described BBB transcriptome. Contreras et al. (2021) [25] used targeted DamID to examine the effect of nutritional status on BBB and neuroblast gene expression. They profiled SPG cells of the BBB under different conditions. We combined their SPG datasets to obtain one set of SPG-specific transcripts and compared it to our list of TraF-regulated RNAs. We identified overlaps for 125 transcripts, identifying them as BBB transcripts that change upon feminization of SPG cells (Figure 4, File S3; the transcripts are also marked in Figure 1 and File S2). 

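File S2 carries the SPG mark on 123 transcripts, and File S3 lists 125 genes, each with a transcript in File S2. Of the 120 marked transcripts that could be tested, 39 had a log2 fold change above 0 in SPG-GAL4/UAS-traF males and 81 one below 0. None of the 123 passed the edgeR threshold, 118 had an unadjusted p under 0.05, and 121 were called by DESeq2. The median size of the log2 fold change was 0.89 for the transcripts and 0.08 for the sums over all transcripts of the same genes. Of the marked transcripts 23 were at 0 in both SPG-GAL4/UAS-traF libraries. As gene sums, DESeq2 called 4 of the 123 genes. The list was chosen on these samples and is not independent evidence of direction or of the gap between the medians.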

GO analysis (Figure 5) of this subset shows signatures of cell development and differentiation as well as cellular processes regulation. RNA splicing and processing is another significant category. 

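Genes of RNA splicing had mostly lower gene sums in SPG-GAL4/UAS-traF males. Of 46 measured members 33 had a log2 fold change below 0 and 13 one above 0. None passed the edgeR threshold over all genes, and 5 did when adjusted over the list alone. Ythdc1, a nuclear reader of methylated RNA that modulates Sxl splicing, was at 4988.5 ± 2.99 (SD, n = 2) in SPG-GAL4/UAS-traF males and 6890.4 ± 756 (SD, n = 4) in controls, a log2 fold change of -0.47 (standard error 0.11, adjusted p = 0.805 from edgeR and from 0.0894 to 1.00 over the alternatives). Without SPG-GAL4/+ replicate 1 Ythdc1 passed the edgeR threshold at an adjusted p of 0.0894. The list had an adjusted p of 0.00164 from camera, of 0.158 without SPG-GAL4/+ replicate 1 and of 0.710 with an estimated correlation. DESeq2 called 3 transcripts of these genes as higher and 17 as lower.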

TraF is a splicing regulator and is part of a sex-specific splicing cascade. Differentially spliced RNAs in the BBB may thus be mediators of sex-specific brain interaction. As expected, transcripts identified as present in SPG cells did not show signatures of synaptic activity and neuronal connections that we see in the entire dataset of TraF regulated genes. A total of 158 TraF regulated transcripts did not overlap with the SPG reference library, suggesting that they represent brain transcripts that change through indirect effects in response to BBB feminization. 

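The 160 transcripts of File S2 without the SPG mark came from 145 genes. Of the 158 that could be tested, 50 had a log2 fold change above 0 in SPG-GAL4/UAS-traF males and 108 one below 0. The transcripts of trol, Liprin-gamma and dpr15 called by edgeR are all among them, although trol is also a gene of File S3. The median size of the log2 fold change was 1.07 for these transcripts and 0.13 for the sums over their genes. DESeq2 called 159 of these transcripts, and 15 of the 145 genes as gene sums. The transcripts were chosen on these samples for their change and the gene sums were not, so the gap between the medians is not independent evidence.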

## 4. Discussion

Our experiments examined changes that occur in the brain transcriptome following genetic feminization of BBB cells in otherwise normal males. These are the same genotypes and conditions that resulted in significantly reduced male courtship behavior [31]. We selectively feminized BBB cells by expression of TraF and examined the effect on RNAs that are present in whole dissected brains. We analyzed dissected brains containing an intact BBB. The observed changes therefore reflect effects of TraF expression in BBB cells, but likely also identify the effect BBB feminization has on the brain transcriptome. In agreement with this, GO analysis shows enrichment in transcripts involved in cell junction properties and synaptic communication. A subsequent comparison with a SPG transcriptome further supports this hypothesis. In agreement with effects in the BBB, we see changes in *Glut1*, a BBB Glucose transporter, as well as transcripts implicated in transmembrane transport. 

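Glut1-RAA (FBtr0347552, chromosome 3L of BDGP6 from 959660 to 993788), 1 of 15 Glut1 transcripts in the table, was at 157 ± 35.1 normalized counts (SD, n = 2) in SPG-GAL4/UAS-traF males and 400.0 ± 62.1 (SD, n = 4) in controls, a log2 fold change of -1.35 (standard error 0.22). Its adjusted p was 0.520 from edgeR and from 0.000334 (DESeq2) to 0.947 over the alternatives. It held 2.54% of the Glut1 counts in controls, and the Glut1 gene sum was at 14262 ± 503 (SD, n = 2) and 15901 ± 4236 (SD, n = 4). Of 17 measured genes of BBB signaling and transport 11 had a log2 fold change above 0. The lipoprotein receptor gene mgl was at 0.25 (standard error 0.11) and Galphai at 0.22 (standard error 0.10), neither past the edgeR threshold. The list had an adjusted p of 0.0370 from camera, of 0.316 without SPG-GAL4/UAS-traF replicate 2, of 0.155 without SPG-GAL4/+ replicate 2 and of 0.458 with an estimated correlation.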

We also find RNAs classified as “cell junction” related. Regulated tight junctions and cytoskeleton are hallmarks of BBB cells. For example, Moe (encoded by *CG10710*) is an actin binding protein, and Shot (encoded by *CG18076*) has been implicated in microtubule/cytoskeleton organization and actin binding. This is intriguing since the establishment of BBB integrity during development relies on correct actin cytoskeleton organization [23,37]. 

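Moe-RI (FBtr0071277), 1 of 13 Moe transcripts in the table, had 0 counts in both SPG-GAL4/UAS-traF libraries and 15, 9, 9 and 9 in the controls, at least 3.61-fold lower with a floor of 3 counts per library. It was too low to be kept for edgeR, and its adjusted p from DESeq2 was 0.0827. The Moe gene sum was at 8689 ± 347 (SD, n = 2) and 8063 ± 352 (SD, n = 4). shot-RX (FBtr0304847) was at 5.36 ± 7.58 (SD, n = 2) in SPG-GAL4/UAS-traF males, 130 ± 150 (SD, n = 2) in SPG-GAL4/+ and 283 ± 68.2 (SD, n = 2) in UAS-traF/+ males, with an adjusted p of 0.768 from edgeR and from 0.00836 (DESeq2) to 1.00 over the alternatives. It held 0.842% of the shot counts in controls. The shot gene sum had a log2 fold change of 0.01 (standard error 0.22).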

While tight junctions and barrier are firmly established and essential in adults, there is evidence that selective small changes in permeability (that do not compromise general barrier function) may underlie some BBB functions such as sleep with subtle changes in barrier permeability [28,29,37]. While we would expect transcriptional changes in the BBB following expression of TraF in these cells, transcripts in neurons and non-BBB glia may also change in response to feminization of the BBB. BBB processes that affect behavior require communication with the brain circuits that regulate the behavioral output. Indeed, GO analysis of Biological Processes (Figure 3) shows enrichment in signaling, cell communication, signal transduction and synaptic communication. Comparison to a SPG RNA dataset showed 158 transcripts that did not overlap with SPG transcripts present in this database. The 158 transcripts likely reflect indirect effects following BBB feminization that might be caused by changes in BBB permeability or in response to altered physiological processes in BBB cells. They are potential candidates for BBB/brain interaction. We have previously shown that *Dop2R*, a dopamine receptor, is expressed and required in the BBB for courtship [38]. Other receptors identified in our screen (for example the *5-HT1B* serotonin receptor and the *Octopamineβ2R*) are candidates to be tested for similar roles. 

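5-HT1B-RD (FBtr0330055) had 0 counts in both SPG-GAL4/UAS-traF libraries and 171, 33, 0 and 66 in the controls, so that 1 UAS-traF/+ library was also at 0. Its adjusted p was 0.926 from edgeR and from 0.0560 (DESeq2) to 1.00 over the alternatives, and the 5-HT1B gene sum was at 1938 ± 160 (SD, n = 2) and 1952 ± 400.0 (SD, n = 4). Octbeta2R-RG (FBtr0347149), of an octopamine receptor, was at 745 ± 142 (SD, n = 2) in SPG-GAL4/UAS-traF males and 1136 ± 42.6 (SD, n = 4) in controls, a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.618 from edgeR and from 0.0172 (DESeq2) to 1.00 over the alternatives). The Octbeta2R gene sum had a log2 fold change of -0.06 (standard error 0.09). The most abundant transcript of the dopamine receptor gene Dop2R, Dop2R-RH, was at 932 ± 148 (SD, n = 2) and 1154 ± 247 (SD, n = 4), with an adjusted p of 0.999 from edgeR.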

Several differentially expressed RNAs are involved in hormone signaling. We have previously shown that Juvenile Hormone, a hormone best known for its developmental role, is required in mature males for courtship [39]. When JH synthesis was disrupted in mature males by knockdown of JHAMT, an essential enzyme in its biosynthesis, courtship was significantly reduced. The defect could be rescued by application of Methoprene, a JH analog. It is intriguing that *Juvenile Hormone Inducible 21* (*JHI-21*) was identified in our screen. It is predicted to enable transmembrane transport as a large neutral amino acid transporter. 

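JhI-21-RA (FBtr0089655, chromosome 2L of BDGP6 from 12051755 to 12055985) had 0 counts in both SPG-GAL4/UAS-traF libraries and 216, 346, 188 and 94 in the controls, at least 71.3-fold lower with a floor of 3 counts per library. Its adjusted p was 0.284 from edgeR and from 1.25e-07 (DESeq2) to 0.903 over the alternatives. JhI-21-RA held 10.0% of the JhI-21 counts in controls, and the gene sum over 5 transcripts was at 2235 ± 93.9 (SD, n = 2) in SPG-GAL4/UAS-traF males and 2132 ± 211 (SD, n = 4) in controls, a log2 fold change of 0.07 (standard error 0.09).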

Li et al. have suggested that in adults it is required in the BBB for the regulation of sleep in *Drosophila* [30]. Furthermore, our screen identified *ETHR* (*Ecdysis triggering hormone receptor*), a GPCR involved in JH and Ecdysone signaling and the receptor for ETH. 

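ETHR-RA (FBtr0084054), 1 of 3 ETHR transcripts in the table, had 0 counts in both SPG-GAL4/UAS-traF libraries and 67, 52, 24 and 110 in the controls, at least 21.4-fold lower with a floor of 3 counts per library. Its adjusted p was 0.520 from edgeR and from 0.000210 (DESeq2) to 0.901 over the alternatives. It held 27.8% of the ETHR counts in controls. The ETHR gene sum was at 208 ± 24.0 (SD, n = 2) in SPG-GAL4/UAS-traF males and 232 ± 19.4 (SD, n = 4) in controls, a log2 fold change of -0.16 (standard error 0.13).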

In development, ETH (Ecdysis triggering Hormone) is induced by Ecdysone and regulates ecdysis. In adults, it has been shown to be needed in adult males for courtship inhibition after completion of copulation. The mutant led to a reversal of post-copulation courtship inhibition (PCCI) and increased male-male courtship. The same phenotypes were observed for ETHR mutants. ETHR silencing in the *corpora allata*, the source of Juvenile Hormone, also relieves post-copulatory inhibition [40]. Our screen has further identified *chico*, an insulin receptor substrate. 

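chico-RB (FBtr0303904), 1 of 3 chico transcripts in the table, was at 350.1 ± 47.2 (SD, n = 2) in SPG-GAL4/UAS-traF males and 143 ± 28.9 (SD, n = 4) in controls, a log2 fold change of 1.29 (standard error 0.23, adjusted p = 0.531 from edgeR and from 0.00278 (DESeq2) to 0.992 over the alternatives). Both SPG-GAL4/UAS-traF libraries were above all 4 control libraries. Such a separation, upward or downward, holds for 93.3% of the transcripts in File S2, which were chosen on these samples, so it adds no support. chico-RB held 13.0% of the chico counts in SPG-GAL4/UAS-traF males and 5.20% in controls. The chico gene sum was at 2697 ± 19.8 (SD, n = 2) and 2751 ± 149 (SD, n = 4).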

*S6 kinase* and the MAP kinase *rolled* were also found, both part of the mTor signaling pathway that, among many other processes, mediates Insulin signaling These results suggest involvement of Insulin signaling and potential crosstalk with JH in the regulation of male courtship behavior that is modulated by processes in the BBB. 

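S6k-RA (FBtr0077114) had 19 and 43 counts in the SPG-GAL4/UAS-traF libraries and 0 in all 4 controls, at least 10.0-fold higher with a floor of 3 counts per library, with an adjusted p of 0.702 from edgeR and from 0.0899 (DESeq2) to 1.00 over the alternatives. It held 1.37% of the S6k counts in SPG-GAL4/UAS-traF males, and the S6k gene sum had a log2 fold change of -0.07 (standard error 0.10). rl-RG (FBtr0329919), of the MAP kinase gene rolled, was at 1044 ± 41.6 (SD, n = 2) in SPG-GAL4/UAS-traF males and 665 ± 79.4 (SD, n = 4) in controls, a log2 fold change of 0.65 (standard error 0.13, adjusted p = 0.558 from edgeR and from 0.00439 (DESeq2) to 1.00 over the alternatives). The rl gene sum had a log2 fold change of -0.18 (standard error 0.12).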

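Dh44-RC (FBtr0344343), which holds 97.9% of the counts of the neuropeptide gene Dh44, was at 17497 ± 553 (SD, n = 2) in SPG-GAL4/UAS-traF males and 14408 ± 509 (SD, n = 4) in controls, a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.709 from edgeR and from 0.00201 (DESeq2) to 1.00 over the alternatives). The Dh44 gene sum had the same log2 fold change of 0.28, with a standard error of 0.09, and passed the edgeR threshold only without SPG-GAL4/+ replicate 1 (adjusted p = 0.0972). For Dh44-RC both SPG-GAL4/UAS-traF libraries were above all 4 control libraries, which adds no support, since it was chosen on these samples. Of 38 neuropeptide and receptor genes 16 had gene sums with a log2 fold change above 0 and 22 one below 0. The list had an adjusted p of 0.701 from camera.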

The RNA for another brain hormone, *Diuretic hormone 44* (Dh44), showed changed levels as well. Significantly, the screen has also identified several RNAs that are known to be developmentally regulated by Ecdysone, the other major developmental insect hormone. 

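Eip78C-RA (FBtr0078306) of the nuclear receptor gene Eip78C was at 1.92 ± 2.71 (SD, n = 2) in SPG-GAL4/UAS-traF males and 231 ± 94.3 (SD, n = 4) in controls (adjusted p = 0.473 from edgeR and from 2.78e-10 (DESeq2) to 0.903 over the alternatives). It held 5.29% of the Eip78C counts in controls, and the Eip78C gene sum had a log2 fold change of 0.05 (standard error 0.12). Eip93F-RB (FBtr0112874) was at 265 ± 4.40 (SD, n = 2) and 164 ± 16.5 (SD, n = 4), a log2 fold change of 0.69 (standard error 0.16, adjusted p = 0.665 from edgeR and from 0.0666 (DESeq2) to 1.00 over the alternatives). It held 3.28% of the Eip93F counts in SPG-GAL4/UAS-traF males and 2.47% in controls, and the Eip93F gene sum had a log2 fold change of 0.27 (standard error 0.17). hfw-RB (FBtr0333115) of halfway was at 476 ± 39.5 (SD, n = 2) in SPG-GAL4/UAS-traF, 811 ± 159 (SD, n = 2) in SPG-GAL4/+ and 1191 ± 16.8 (SD, n = 2) in UAS-traF/+ males (adjusted p = 0.665 from edgeR and from 0.0170 (DESeq2) to 1.00 over the alternatives). It held 52.8% of the hfw counts in SPG-GAL4/UAS-traF males and 93.1% in controls, and the hfw gene sum had a log2 fold change of -0.24 (standard error 0.11). EcR-RG, the most abundant transcript of the ecdysone receptor gene EcR, was at 4340 ± 229 (SD, n = 2) and 4112 ± 579 (SD, n = 4), with an adjusted p of 0.999 from edgeR.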

The transcripts for *Ecdysone-induced protein 78C* (*Eip78C*) and *Ecdysone-induced protein 93F* (*Eip93F*), both orphan nuclear receptors, as well as for *halfway* (*hfw*) with a role in the response to Ecdysone, all significantly changed in response to BBB feminization. These findings suggest a sex-specific role for Ecdysone in adult males that is regulated by the BBB. Data from Hindle et al. [41] suggest that Ecdysone and the Ecdysone receptor (EcR) are present in the BBB. We have likewise found in a microarray analysis of BBB cells of males and females that *EcR* RNA is present in SPG cells in a non-sex-specific manner [32]. Dalton et al. have shown fairly widespread expression of EcR, including its presence in *fruitless* neurons. When they reduced EcR in these neurons, they observed male-male courtship but no changes in male-female courtship [42]. Whether our current findings reflect an effect of TraF expression on Ecdysone signaling in the BBB itself or in other brain cells remains to be seen. It will be of interest to examine whether the knockdown of the TraF dependent Ecdysone mediators identified here will affect male-female or/and male-male courtship in response to knockdown in either BBB, other glial cells, or in neurons.

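Of the transcripts in File S2, 60 come from 56 genes that carry only a CG number as their symbol in the BDGP6 annotation, which is a count by name and not by known function. Of the 59 that could be tested, 18 had a log2 fold change above 0 in SPG-GAL4/UAS-traF males and 41 one below 0, with a median size of 0.78. None passed the edgeR threshold, 58 had an unadjusted p under 0.05, and DESeq2 called all 60. As gene sums, 10 of the 56 genes were called by DESeq2 and none by edgeR. The list was chosen on these samples.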

A total of 64 identified RNAs have no known functions or roles (22%). It is intriguing to speculate that they represent genes that act in small subsets of cells that have not been widely studied yet molecularly, such as the BBB. This finding is interesting since a possible limitation of our approach is its sensitivity in cases where gene expression changes in a subset of cells, while expression in other cell populations (that may be more abundant) may not be affected. 

In summary, we have found that changing the sexual identity of BBB cells of males affects the expression of numerous transcripts in isolated brains. Our results add to a growing list of findings demonstrating the many important roles for the BBB. In future experiments, validation of these data by an independent method such as qPCR will help identify candidates for follow-up. The effect of knocking down candidate genes in the BBB, in neurons or in other brain glia on courtship will help us understand potential roles of these genes in the regulation of courtship. These experiments will also help us understand which cells mediate these functions. The results presented here, and the future functional analysis of identified candidates will likely enhance our understanding of the mechanisms that underlie BBB / brain interactions in the control of complex behaviors.

## Figures and Tables

**Figure 1:**
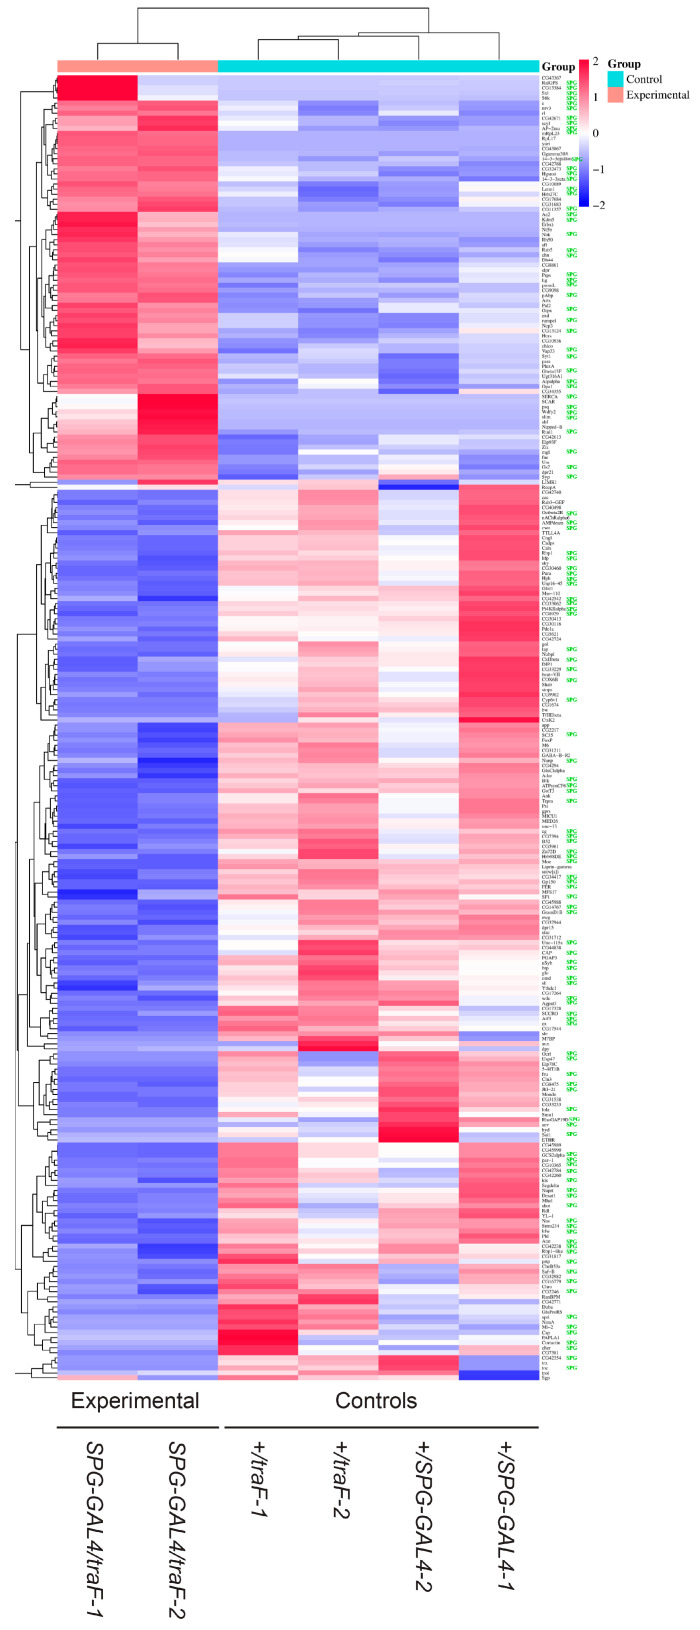
*Differentially expressed transcripts in response to BBB traF expression*. Heatmap showing transcripts with changes in gene expression in isolated brains of control males (*w^1118^*; *+*; SPG-GAL4/+ and *w^1118^*; *+ UAS-traF/+*, respectively) and males with feminized BBB (*w^1118^*; *+*; *SPG-GAL4/UAS-traF*). Red to blue shadings represent higher and lower relative expression levels, respectively. Transcripts identified as present in SPG cells (see below) are marked in green.

**Figure 2:**
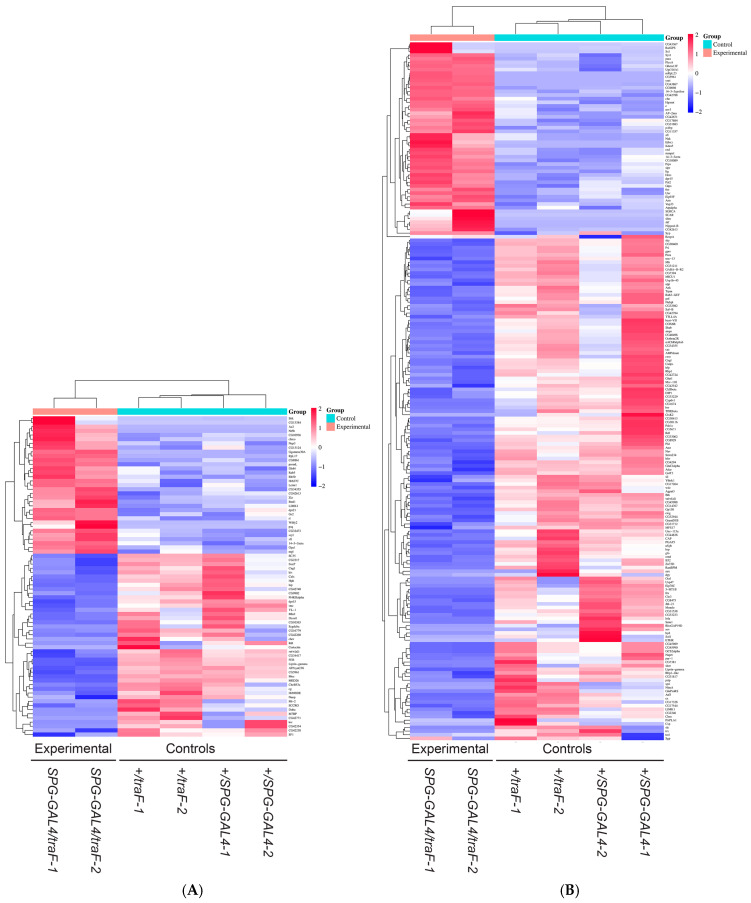
Subset of RNAs previously identified as tra regulated (**A**) compared to the rest of identified differentially expressed RNAs (**B**). Heatmaps showing transcripts with changes in gene expression in isolated brains of control males (*w^1118^*; *+*; *SPG-GAL4/+* and *w^1118^*; *+ UAS-traF/+*, respectively) and males with feminized BBB (*w^1118^*; *+*; *SPG-GAL4/UAS-traF*). Red to blue shadings represent higher and lower relative expression levels, respectively.

**Figure 3:**
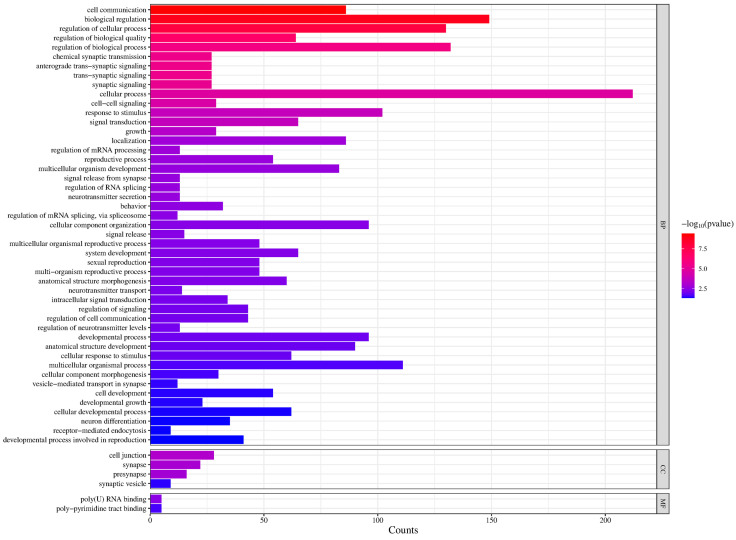
*Enriched GO categories of differentially expressed RNAs*. Enriched categories as determined by FlyMine, with number of differentially expressed genes in these categories indicated.

**Figure 4:**
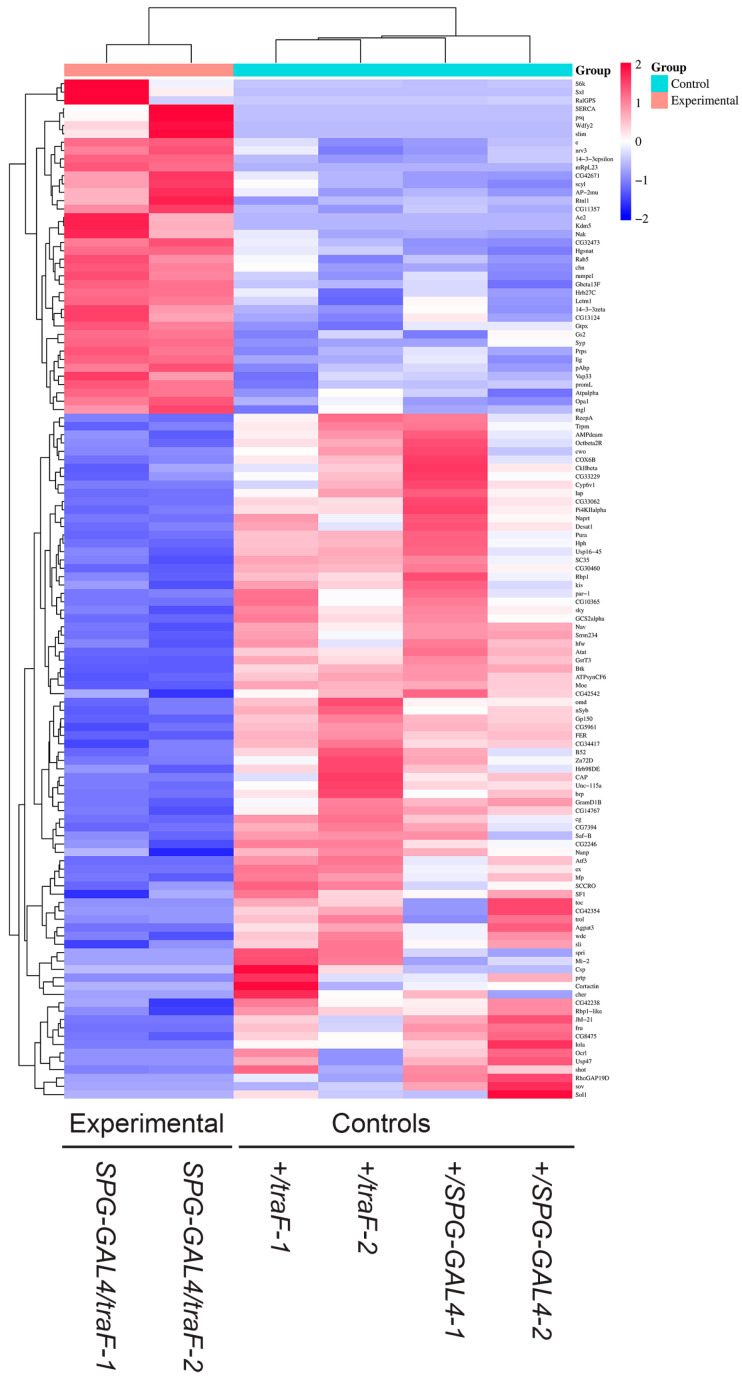
*Subset of BBB transcripts that change upon feminization of SPG cells*. Heatmap showing transcripts with changes in gene expression in isolated brains of control males (*w^1118^*; *+*; *SPG-GAL4/+* and *w^1118^*; *+ UAS-traF/+*, respectively) and males with feminized BBB (*w^1118^*; *+*; *SPG-GAL4/UAS-traF*). Red to blue shadings represent higher and lower relative expression levels, respectively.

**Figure 5:**
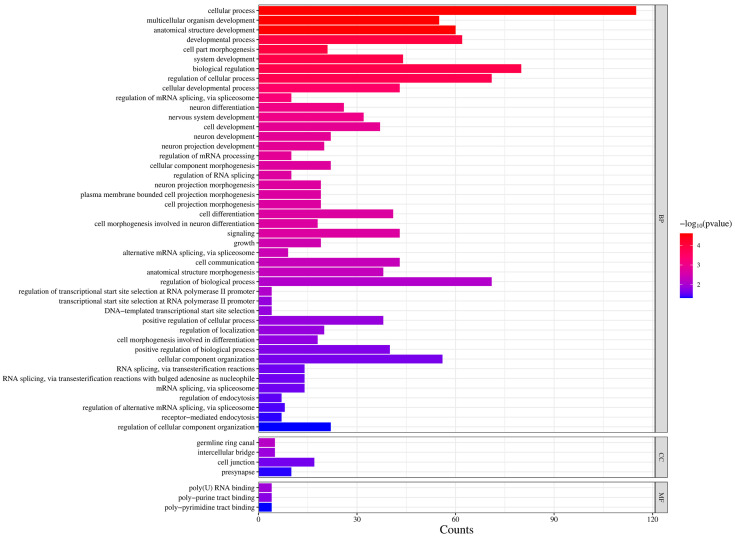
*Enriched GO categories of TraF-regulated RNAs found in common with a SPG cell transcript library*. Enriched categories as determined by FlyMine, with number of differentially expressed genes in these categories indicated.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE302328. All other contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author(s).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb47080626/s1.

How the deposited data were processed for this re-analysis (not part of the article)

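Poly-A RNA of dissected male brains was sequenced from 3 genotypes with 2 biological replicates each. The authors quantified the reads with Kallisto and deposited estimated counts per transcript, which are whole numbers and were not normalized; the transcriptome release and the Kallisto version are not given in the sources used here. The deposited estimated counts were used without further rounding. Each column was assigned to its genotype and replicate by the library number that the paper gives. The samples are biological replicates in the labels, with at least 450 brains each.

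Transcripts were matched to genes by identifier in the BDGP6 annotation, which may not be the release that the authors used; 28061 of 28071 matched and 10 did not. The main test was the quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3) with TMM normalization, transcripts kept by filterByExpr and Benjamini-Hochberg adjustment, 2 SPG-GAL4/UAS-traF libraries against 4 control libraries, at an adjusted p under 0.1. The function glmQLFit was run with the defaults of the installed version; the plan named none of its settings. Fits with legacy and robust set either way, each with and without the filter, were run on the data before the defaults were kept for the main test, so that choice was made with the counts known: 3 calls with the defaults and 6 with legacy=FALSE. DESeq2 (version 1.42.0), the tool of the paper, and voom of limma (version 3.58.1) were alternatives, as were other normalizations, filters, thresholds and controls, and leaving out each library in turn. A single fit of 3 genotypes gave the comparisons between pairs of genotypes. Standard errors of edgeR fold changes are the fold change divided by the square root of F. Normalized counts are counts divided by the effective library size relative to its mean. Intervals on shares are exact 95% intervals and cover counting error only.

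Lists of genes (21) were written before the deposited counts were examined. Several hold genes that the paper names from these same libraries, such as JhI-21, chico and Eip78C. The DESeq2 counts per list are therefore not independent of the paper's results. The lists were tested as gene sums with camera of limma, at a preset correlation of 0.01 and with an estimated correlation, with fry beside it. Genes named in the text are those the paper names, by the transcript in File S2 or else the most abundant one, transcripts past the threshold with the SPG-GAL4/UAS-traF libraries on one side of all controls, and list members with the smallest adjusted p. The values in File S2 had been seen before the rule was written. w and dpr15-RA were chosen after their values were seen.

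The scripts were tested on simulated negative binomial counts with 200 changed transcripts or genes. Means and library sizes came from the real counts, and so did the spread, as edgeR estimated it. The simulated spread therefore follows edgeR's own estimates, and the results are not a neutral comparison of the tools. For SPG-GAL4/UAS-traF against both controls, edgeR recovered 24 of 100 transcripts changed 2-fold and 52 of 100 changed 4-fold among 20960 tested, with 13 of its 89 calls on unchanged transcripts. DESeq2 recovered 48 and 72, with 210 of its 330 calls on unchanged transcripts. On 9910 gene sums edgeR recovered 76 of 100 and 88 of 100, with 19 of 183 calls on unchanged genes.

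File S1 was held in part, with 1997 of its rows, and was used only to compare fold changes row by row. The GO analyses were not repeated, and the tra-dependent and SPG reference sets were not analysed here beyond the marks in File S2 and File S3, so their overlaps were not tested for enrichment. The values of 1 member of the RNA splicing list are not reported here.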

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

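Both results on the control genotypes were chosen after the data were examined, apart from the comparison of SPG-GAL4/+ with UAS-traF/+, which was planned.

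The 2 control genotypes, pooled in the paper, differed from each other in 8 transcripts (edgeR, adjusted p under 0.1), 6 higher and 2 lower in SPG-GAL4/+, and DESeq2 called 552. With the replicate block edgeR called 0 (1627 at an unadjusted p under 0.05), and without the block it called 1 at an adjusted p under 0.05, so the difference depends on these choices. The UAS-traF/+ libraries set against the other 4 gave 24 calls by edgeR and 756 by DESeq2, more than the 3 and 280 of the experimental comparison. By DESeq2 such a count is not particular to UAS-traF/+, since 2 pairs of libraries of mixed genotype gave 656 and 481. Without SPG-GAL4/+ replicate 2 edgeR called 511 transcripts between the controls at an adjusted p under 0.1 and 0 under 0.05, and without SPG-GAL4/+ replicate 1 or UAS-traF/+ replicate 1 it called 0 (2012 and 1022 at an unadjusted p under 0.05). Each of these fits has 1 library in a control group and takes its spread from the other groups, so the 511 are not a measure of the difference.

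Several explanations were weighed for the difference of UAS-traF/+ from the rest. The other 4 libraries all come from males that carry SPG-GAL4, which UAS-traF/+ males lack. This split is therefore also a comparison of males without and with the driver. An effect of SPG-GAL4, its insertion or the background of its stock was not tested apart from the explanations below. Library size is argued against, since both UAS-traF/+ libraries (2 of 2) have totals inside the range of the others. For genes with a DESeq2 call to lie on chromosome 3, which carries the transgenes, the odds ratio was 0.722 (95% interval 0.610 to 0.854). This argues against an excess of calls over the whole chromosome. It cannot show whether a short segment around a transgene differs. For SPG-GAL4/+ against the other 4 libraries, for which no prediction had been written, the odds ratio was 1.41 (1.05 to 1.90). For the X chromosome the odds ratio was 1.89 (1.57 to 2.28), with 172 of 652 genes, and 2.82 (1.02 to 7.21) for the edgeR calls. An X chromosome that UAS-traF/+ males inherited from another stock may account for part of the calls; the test was chosen after X-linked calls had been seen, the paper states 10 generations of outcrossing, which speaks against it, and not the direction of the crosses, and a biological effect of the genotype stays open.

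The 4 control libraries of trol-RAL included 1 that stood apart by the whole range (ratio 1.00), SPG-GAL4/+ replicate 2 with 6 counts against 0 in the others. With the others tied at 0 the ratio is 1.00 whatever the count of that library, so it says nothing about the library.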

How the results depend on the processing

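The settings legacy=FALSE and robust=TRUE were chosen after the data were examined; the others were set before. The main count of differentially expressed transcripts was 3. It was 280 with DESeq2, 5 with a mean count of at least 50, 0 with only SPG-GAL4/+ as control, 13 with only UAS-traF/+, 11 against the mean of both control genotypes and 6 with legacy=FALSE, and 0 to 4 when each library was left out. The count within File S2 was 280, 5, 0 and 6 under DESeq2, the mean count filter, only SPG-GAL4/+ and legacy=FALSE, and 0 to 4 over left-out libraries. For gene sums the main count was 0, against 24 with DESeq2, 1 with only SPG-GAL4/+, 10 with only UAS-traF/+, 2 against the mean of both, and 0 to 240 over left-out libraries, the highest without SPG-GAL4/+ replicate 1.

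SPG-GAL4/UAS-traF against SPG-GAL4/+ gave 0 transcripts by edgeR (1188 at an unadjusted p under 0.05), 289 with DESeq2, 1 with RLE size factors, 1 with only all-zero transcripts removed and 3 with the mean count filter. Against UAS-traF/+ the count was 13, with 7 at an adjusted p under 0.05, 656 with DESeq2, 5 with limma voom, 8 from only the 4 libraries compared, and 0 to 34 over left-out libraries. Between the controls it was 8, with 1, 552, 3 and 1 in the same order of settings and 0 to 511 over left-out libraries.

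Replicate numbers are shared by the genotypes, the library numbers run consecutively within each replicate number, and the paper states that all genotypes were dissected in each sitting, while the correlations of their deviations were 0.00, -0.02 and 0.04. The 6 splits that pair 1 replicate number across genotypes gave 65 to 656 DESeq2 calls, with 2 above the 280 of the real split, and the 6 that pair different numbers gave 72 to 171, which leaves a shared factor open. With the replicate block the experimental comparison gave 3 transcripts, the one against UAS-traF/+ 2 and the one between controls 0. Lists past the threshold numbered 11, 0 with an estimated correlation and 5 to 12 over left-out libraries. The log2 fold change of tra-RB (FBtr0100244) was -0.034, changed sign at 0.061 with only UAS-traF/+ as control, and ranged from -0.080 to 0.028 over left-out libraries. The log2 fold change of the vri gene sum changed sign at 0.023 with only SPG-GAL4/+ as control. The vri gene sum passed the adjusted p threshold in 1 of 18 alternatives. The log2 fold change of the up gene sum ranged from -0.018 to 0.86 over left-out libraries. The cause of these changes was not tested.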

Differences from the paper's values

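The paper reports 283 differentially expressed transcripts, and the re-analysis with edgeR gave 3 at the same threshold. Among the alternatives set before the data were examined, DESeq2, the method the paper states, gave 280, all within the paper's list; limma voom, the other normalizations, filters and controls, the replicate block and the left-out libraries did not come near it. 3 transcripts of File S2 were not called by DESeq2 here.

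For Liprin-gamma-RB the paper's log2 fold change in File S2 is -4.17 and the re-analysis gave -3.42. For dpr15-RB the paper's value is -2.88 and the re-analysis gave -2.64, and for dpr15-RA they are 1.33 and 1.90. In the copy of File S2 used here, the normalized counts, fold changes and adjusted p of 273 of 283 value rows match the deposited counts of the transcript named 1 row above and not those of their own transcript, 3 match their own only and 7 match both (relative tolerance 0.002, absolute tolerance 0.02). The offset begins after a row without values, for CG5989. With the values moved up by 1 row, the paper's log2 fold changes become -3.41, -2.63 and 1.92, and DESeq2 on the deposited counts gave -3.41, -2.63 and 1.92. The list of transcripts does not depend on the offset, and the sign of the fold change differs between the printed and the realigned value for 1 transcript, with a median gap of 0.01 and a largest gap of 2.98 on the log2 scale. The paper gives 125 transcripts as overlapping the SPG set; File S3 holds 125 genes, File S2 marks 123 transcripts, and 133 of its transcripts belong to those genes.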

Other observations

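The tests of isoforms, of splits of the libraries and of w were chosen after results had been seen; the test of chromosome 3 for the experimental calls was written before.

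Genes of defence and stress had lower gene sums in SPG-GAL4/UAS-traF males, without a single call by edgeR, which called none of 9777 gene sums. The heat shock list includes several copies of Hsp70, which may share reads, so its 12 genes are not independent measurements. All 12 measured antimicrobial peptide and Turandot genes had a log2 fold change below 0, with DptB at 39.1 ± 11.1 (SD, n = 2) against 83.5 ± 25.2 (SD, n = 4) and DptA at 38.2 ± 4.29 against 71.1 ± 20.1; the list had an adjusted p of 1.71e-05 from camera and 0.458 with an estimated correlation. All 12 heat shock genes were below 0 (adjusted p = 0.0172, 0.193 without SPG-GAL4/UAS-traF replicate 1, and 0.634 with an estimated correlation), with Hsp22 at -0.65 (standard error 0.21) and Hsp27 at -0.47 (standard error 0.15). Of 14 retina markers 13 were below 0, with Rh4 at -0.82 (standard error 0.33) and trp at -0.39 (standard error 0.17) (adjusted p = 0.0140, 0.864 without SPG-GAL4/UAS-traF replicate 1, and 0.710 with an estimated correlation). Of 9 fat body markers 7 were below 0, with fit at -2.32 (standard error 0.79) and Yp2 at -0.89 (standard error 0.34). Both rest on few normalized counts, fit at 2.43 ± 2.09 (SD, n = 2) against 12.5 ± 6.81 (SD, n = 4). Yp2 was at 17.4 ± 1.14 (SD, n = 2) against 32.5 ± 11.0 (SD, n = 4). The adjusted p of the fat body list was 0.0745 from camera, and 0.222 and 0.156 without SPG-GAL4/+ replicate 1 and replicate 2. With an estimated correlation it was 0.458. The list of sex-biased genes of fat body and head overlaps with this one, also with 7 of 9 below 0, and had the same adjusted p with either correlation. It was at 0.158 without SPG-GAL4/+ replicate 1 and 0.303 without SPG-GAL4/+ replicate 2. The list was not divided by the sex in which each gene is higher, so its direction does not test feminization. The adjusted p was 0.701 for clock genes (vri at -0.82, standard error 0.45) and for reference genes, and 0.817 for muscle and for hemocyte and trachea markers, with muscle at 0.0203 without SPG-GAL4/UAS-traF replicate 2.

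All 15 splits of the 6 libraries into 2 and 4 were tested. The real split gave 3 transcripts by edgeR, and 2 of the 15 splits, itself included, gave as many, the highest other being 24. By DESeq2 it gave 280, and 4 of the 15 splits gave as many, the highest other being 756. With 15 splits no share under 0.05 can be reached. The split with 756 sets UAS-traF/+ against the rest. The other 2 above the real split mix genotypes and pair libraries of one replicate number: SPG-GAL4/UAS-traF 1 with SPG-GAL4/+ 1 gave 656, and SPG-GAL4/+ 2 with UAS-traF/+ 2 gave 481. By edgeR both gave 0.

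A hypothesis for the 280 DESeq2 calls is that the reads of a gene may be assigned to another of its transcripts. That gene sums hardly moved is weak ground for it, since the transcripts were chosen for their change and the gene sums were not. Some hold little of their gene, such as fru-RM with 2.57% of the counts in controls, and their loss can hardly move the sum. Others hold much, such as dpr15-RB with 76.4% in controls, where the gene sum also hardly moved. Among 272 called transcripts of genes with other transcripts, the sum of these others went the opposite way in 58.5% (exact 95% interval 52.4 to 64.4). Over only the others that were not called the share was 56.0% of 268 (49.8 to 62.0), an interval that includes an even split, so the result depends on which transcripts are counted. An even split need not be the baseline, since 187 of the 280 calls were lower and no share was computed for uncalled transcripts. The 280 calls come from 257 genes, so some share a gene and are not independent, as the intervals assume. These shares therefore cannot decide the question. A change in splicing and an unstable assignment by Kallisto both predict such opposite changes and cannot be told apart. For chromosome 3, which carries the transgenes, the odds ratio was 0.947 (0.730 to 1.22). This argues against a large excess of calls over the whole chromosome. It cannot show whether a short segment around a transgene differs. On simulated counts, 210 of 330 DESeq2 calls fell on unchanged transcripts. The simulated spread was the one edgeR estimated, so this share does not carry over to the 280 calls.

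The white transcript w-RA was at 3555 ± 57.5 (SD, n = 2) in SPG-GAL4/UAS-traF, 3031 ± 387 in SPG-GAL4/+ and 721 ± 53.1 in UAS-traF/+ males. The flies carry a w mutation and transgenes of this kind often carry a mini-white marker, which the paper's text does not name. The experimental mean was 0.948 of the sum of both control means, and it would be 0.808 if the marker of UAS-traF added nothing to SPG-GAL4/+. Both lie in the range set for markers that add up, so the ratio cannot tell whether they do.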
